# The long noncoding RNA MALAT1 modulates adipose loss in cancer-associated cachexia by suppressing adipogenesis through PPAR-γ

**DOI:** 10.1186/s12986-021-00557-0

**Published:** 2021-03-10

**Authors:** Jun Han, Lei Shen, Zheng Zhan, Yuguo Liu, Chang Zhang, Ruochen Guo, Yangjun Luo, Zhiqin Xie, Ying Feng, Guohao Wu

**Keywords:** Cancer-associated cachexia, Adipose loss, MALAT1

## Abstract

**Background:**

Cancer-associated cachexia is a multifactorial syndrome defined by progressive weight loss with ongoing loss of adipose tissue and skeletal muscle. Adipose loss occurs in the early stage of cachexia and is associated with reduced quality of life and survival time. Although numerous lncRNAs are regarded as novel regulators in adipose metabolism, the role of lncRNAs that selectively modulate the development of adipose loss in cachexia remains limited.

**Methods:**

In this study, we analyzed microarray data of lncRNAs in adipose loss and further explored the function and mechanism of MALAT1 in adipose loss. First, we explored the expression and function of MALAT1 in adipose cell by quantitative PCR and RNA knockdown. Subsequently, the mechanism of MALAT1 involvement in adipose loss was analyzed via RNA-seq, bioinformatics analysis and reporter gene assay. Finally, we explored the clinical significance of MALAT1 through correlation analysis.

**Results:**

Cellular experiments revealed that knocking down MALAT1 significantly inhibited the process of adipogenesis. RNA-seq data showed that numerous adipogenic genes were downregulated upon MALAT1 knockdown. A protein–protein interaction network analysis identified PPAR-γ as the central node transcription factor, the inhibition of which explains the downregulation of numerous adipogenic genes. A reporter gene assay suggested that MALAT1 can regulate the gene expression of PPAR-γ at the transcriptional level. Moreover, MALAT1 was weakly expressed in the subcutaneous white adipose tissue of cancer-associated cachexia patients and was related to low fat mass index and poor prognosis in cancer patients.

**Conclusions:**

This study indicated that MALAT1 is associated with adipose loss in cancer-associated cachexia by regulating adipogenesis through PPAR-γ, which may potentially be a novel target for the diagnosis and treatment of cancer-associated cachexia in the clinic.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12986-021-00557-0.

## Introduction

Cancer-associated cachexia (CAC) is a fatal energy-wasting syndrome that results in specific loss of adipose tissue and skeletal muscle [1]. Approximately 50–80% of cancer patients suffer from CAC, and 20% of cancer deaths are due to CAC [2]. CAC significantly increases therapy-related toxicity and complications but also decreases quality of life and survival time [3]. However, due to the lack of predictive biomarkers, patients are not diagnosed until their CAC symptoms have become severe. Currently, there is no specific medical treatment for CAC [1, 4]. Thus, it is vital to discover the potential mechanisms underlying CAC, which may provide a basis to develop novel diagnostic biomarkers and treatments for this devastating syndrome.

Adipose tissue plays an important role in tumors. Too much (obesity) or too little (cachexia) adipose tissue is detrimental to tumor patients. Obesity is associated with increased risk, poor prognosis and poor outcome of therapy in various cancers. Obesity-associated factors or adipokines, especially leptin and resistin, are purported to promote the growth, survival, proliferation, and invasiveness of cancer cells [5]. A study found that free fatty acids significantly increased radiation-induced cytotoxicity in cervical cancer cell lines [6]. For CAC patients, adipose tissue loss is more pronounced than muscle wasting and occurs earlier [7]. Adipose tissue loss is also associated with reduced quality of life survival time [8, 9]. Impaired adipogenesis, increased lipolysis, and browning of white adipose tissue (WAT) are the main mechanisms underlying adipose loss in CAC [10]. For example, the expression of adipogenic transcription factors such as PPAR-γ and C/EBP-α were reduced in the WAT of mice with CAC [11]. In addition, chronic inflammation mediated by interleukin-6 (IL-6) and tumor necrosis factor-alpha (TNF-α) are also an important regulators of adipose tissue loss in CAC [12–14]. Hence, identifying potential regulators in adipose tissue loss in CAC is a golden opportunity to discover ground-breaking therapeutic agents for CAC patients.

Noncoding RNAs (miRNAs, lncRNAs, etc.) have a variety of biological functions and play important roles in many diseases. For example, miR-203 is highly upregulated in breast cancer tissues and in ER-positive breast cancer cell lines. Anti-miR-203 suppresses ER-positive breast cancer growth and stemness by targeting SOCS3 [15]. LncRNAs are an emerging as novel regulators in the adipose tissue loss in CAC [16–18]. In a previous study using microarray analyses, we identified a set of differentially expressed lncRNAs in the WAT of CAC mice, compared to control mice, which included MALAT1 [17]. MALAT1 is a highly expressed lncRNA in many tissues and participates in a series of physiological and pathological processes, including myogenesis, cancer, aortic aneurysm, etc. [19–22]. For instance, the MALAT1-HuR ribonucleoprotein complex can depress CD133 expression and suppress epithelial–mesenchymal transition in breast cancer [23]. MALAT1 can regulate myogenic differentiation and muscle regeneration by modulating MyoD transcription [20]. Despite that, sequencing data showed that there was no difference in the expression of MALAT1 in the muscles of the CAC mice and control mice [24]. Although numerous lncRNAs are regarded as novel regulators in adipose metabolism, such as in WAT browning and adipogenesis [25–27], the potential role of MALAT1 in adipose tissue loss in CAC remains ambiguous.

In our current study, we explored the expression and function of MALAT1 in adipocytes. We performed knockdown experiments and determined that MALAT1 is located primarily in the nucleus and that it can suppress adipogenesis. Then, we used RNA-seq analysis to examine the levels of adipogenic genes in MALAT1-knockdown adipocytes. We found that MALAT1 can regulate the transcription of PPAR-γ, which was an upstream regulator responsible for the suppression of adipogenic genes in MALAT1 knockdown. Moreover, we observed that MALAT1 was weakly expressed in the subcutaneous WAT of CAC patients and was associated with poor prognosis in cancer patients. Thus, our work indicated that the expression of MALAT1 was associated with CAC, and that MALAT1 could be a potential target to the diagnosis and treatment of CAC.

## Methods

### Cell culture

C3H/10T1/2 (C3H10) cells were cultured in high-glucose Dulbecco’s modified Eagle medium supplemented with 10% fetal bovine serum. All cells were kept in an atmosphere of 5% CO2 and 95% air at 37 °C. Differentiation of C3H10 cells was initiated by an induction medium (0.5 mM isobutyl-1-methylxanthine, 5 mM dexamethasone, 0.5 mg/L troglitazone, 10 ng/mL insulin). Cells were then switched to maintenance medium (10 ng/mL insulin) after 2 days for further differentiation.

### Patients and sample collection

Written informed consents were obtained from all patients whose samples were used in this study, which was also approved by the Ethics Committee of Zhongshan Hospital approved this study (No. B2020-119). From January 1, 2015 to December 31, 2018, patients with colorectal cancer who underwent surgery in Zhongshan Hospital of Fudan University were included in this study. The exclusion criteria were as follows: (1) patients aged < 18 years old; (2) patients who have received preoperative radiotherapy, chemotherapy, biological therapy or emergency surgery; (3) patients with acute and chronic infection, burns and other wasting diseases; (4) patients unable to eat by mouth; (5) patients combined with other malignant tumors; (6) patients with incomplete data. According to the international consensus on CAC proposed in 2011 [28], patients included in this study were divided into two groups: non-CAC patients with weight loss ≤ 5% in recent 6 months and CAC patients with weight loss > 5% in recent 6 months. 30 patients were enrolled in each group. The clinical characteristics of patients, including weight loss (%), fat mass index and overall survival were recorded.

### RNA analyses

Total RNAs were prepared using Trizol (Thermo Fisher Scientific) and cDNA was prepared by reverse transcription according to the manufacturer’s instructions (Promega Corporation, Madison, WI). qPCR was performed using the Applied Biosystems 7900HT instruments. Relative gene expression levels were calculated using 2^−ΔΔCt^ and compared with RPL23 as internal control.

### Protein analyses

Protein lysates were prepared by RIPA Lysis Buffer (Beyotime, China). Proteins were separated by 10% SDS–polyacrylamide gel electrophoresis and transferred to a nitrocellulose membrane. Western blotting was performed using antibodies specific to the target genes. Antibody lists were shown in the previous study [17]. Tubulin expression was used as an endogenous control.

### RNA knockdown

Antisense oligonucleotides (ASOs) were ordered from RiboBio (Guangzhou, China). C3H10 cells at 70% confluence were transfected with 100 nM ASOs using RNAiMAX Transfection Reagent (Invitrogen, Carlsbad, CA, USA) according to instructions. Eight hours post-transfection, cells were recovered in full culture medium, grown to confluence, and induced to differentiation as described above.

### Reporter gene assays

The − 2 kb PPAR-γ reporter gene was amplified and cloned into pGL3 basic vector. PPAR-γ-pGL3 vector and pGL3 basic vector were transiently transfected with MALAT1 (a gift from Huating Wang [20]) or control plasmids using Lipofectamine2000 (Invitrogen) respectively. Forty-eight hours after transfection, the cells were harvested and luciferase activity was measured using the Dual-luciferase Reporter Assay System (Promega). Firefly luciferase reporter gene measurements were normalized using Renilla luciferase activity.

### Oil Red O staining

C3H10 cells were fixed with 10% formaldehyde for 30 min, washed twice with PBS, and then stained with 0.3% Oil Red O (ORO) solution. To assess lipid accumulation, the ORO retained in cells was dissolved in isopropanol and the absorbance of solution was examined at 520 nm.

### Statistics

Data were presented as means ± standard error of the mean (SEM). Statistical analyses were performed using a two-tailed Student’s t-test. The correlations of MALAT1 with weight loss and FMI were analyzed using GraphPad Prism 7 after figures were generated. Survival curves were plotted using the Kaplan–Meier method, and any difference was analyzed by the log-rank test. Statistical significance was defined as *p* < 0.05.

## Results

### The expression of MALAT1 in adipocyte

To identify lncRNAs involved in adipose tissue loss in CAC, we established a CAC mouse model using C26 colon tumor cells. Then, we performed transcriptional profiling of adipose tissues in CAC mice and control mice using microarrays that covered 35,923 annotated lncRNAs (as previously described) [17]. The data have been deposited in the Gene Expression Omnibus database under accession number GSE118611. A set of differentially expressed lncRNAs was identified, including MALAT1, MEG3, TUG1, and TSIX, which have been studied in other fields (Fig. 1a). Among subcutaneous WAT samples from CAC patients and non-CAC patients, we observed that MALAT1 was significantly downregulated in the CAC patient samples, while the other three lncRNAs either displayed much lower expression than the reference gene RPL23, or had no differential expression in the subcutaneous WAT of patients. Therefore, we focused on MALAT1 for further research. First, we analyzed the localization of MALAT1 in C3H10 cells by using RNA fluorescence in situ hybridization (FISH). In line with previous reports, MALAT1 was found exclusively in the nucleus (Fig. 1b), which was confirmed by cellular fractionation assays and qPCR analyses. As a control, 45S ribosomal RNA (rRNA) was found mainly in the nucleus (98%), whereas 12S rRNA was highly enriched in the cytoplasm (90%) (Fig. 1c). Then, we examined adipocyte gene expression at different time points following adipogenic induction. Gene expression analysis indicated that the expression of MALAT1 was significantly increased during the adipogenesis of C3H10 cells along with adipogenic marker genes, FABP4 and LPL, suggesting that MALAT1 may act as an adipogenic factor during adipogenesis (Fig. 1d–f).

**Fig. 1:**
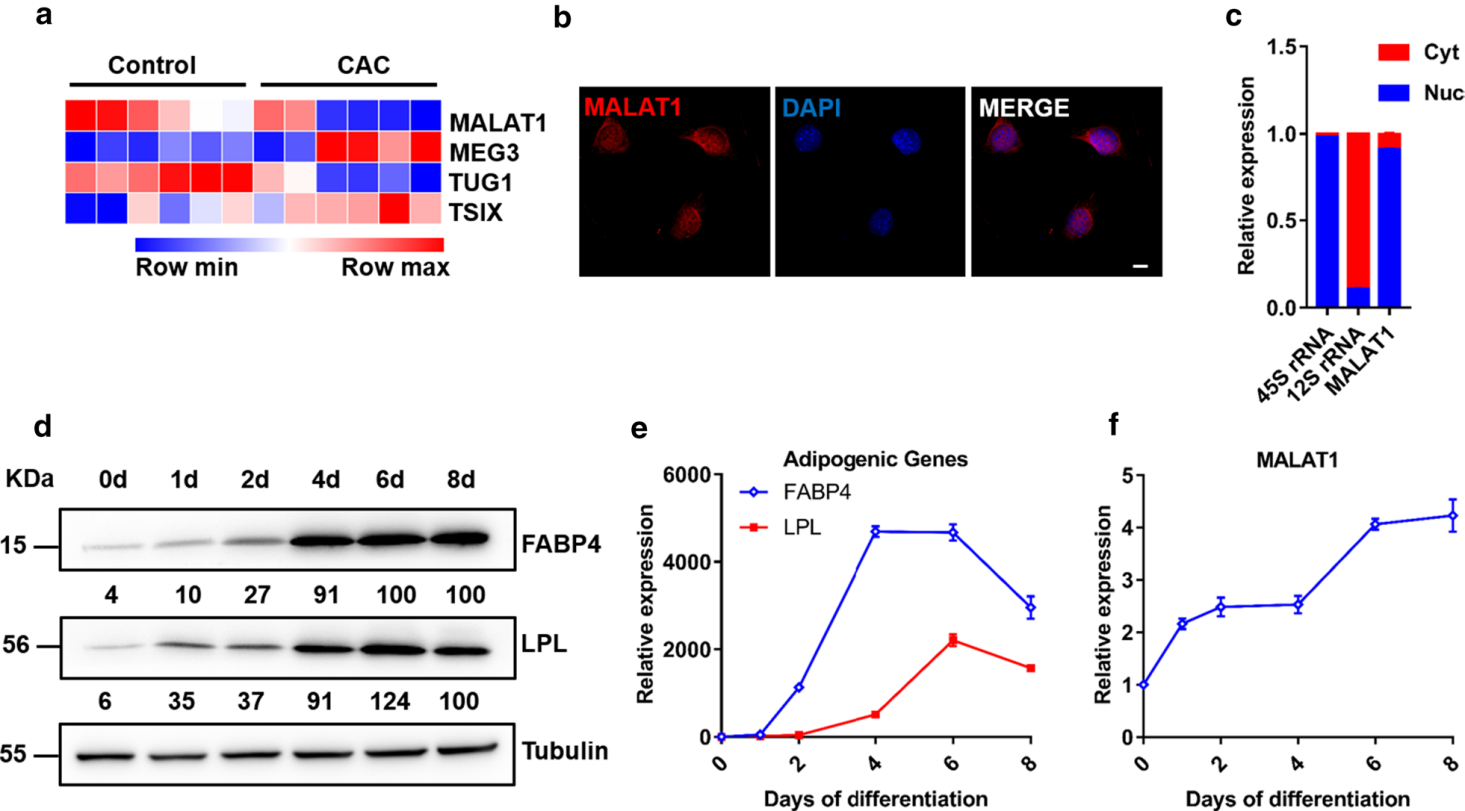
The expression of MALAT1 in adipocyte. **a** Heatmap of four lncRNAs differentially expressed in subcutaneous WAT between CAC mice and control mice. The color intensity represents the normalized intensity (n = 6). **b** RNA FISH of MALAT1 (red) in C3H10 cells. DAPI was used as counterstaining (scale bar, 10 μm). **c** qPCR analyses of nuclear (Nuc) and cytoplasmic (Cyt) fractions of differentiated C3H10 cells. 12S rRNA served as a positive control in Cyt; 45S rRNA served as a positive control in Nuc. **d**, **e** Expression of adipogenic marker genes during adipogenesis of C3H10 cells as assessed by qPCR and immunoblotting. **f** Expression of MALAT1 during adipogenesis of C3H10 cells as assessed by qPCR. The experiments were repeated 3 times. The data represent means ± SEM. n = 3

### MALAT1 is required for adipogenesis

We proceed to perform RNAi knockdown studies to assess the role of MALAT1 in adipogenesis. We designed two independent ASOs targeting MALAT1 and transfected them into C3H10 cells, followed by inducing differentiation. Approximately 80% knockdown was achieved by individual ASOs (#1, #2) at differentiation day 6 compared with the negative control (NC) (Fig. 2a). MALAT1 knockdown inhibited lipid accumulation and adipogenesis of C3H10 cells on day 6, as indicated by Oil Red O staining (Fig. 2b, c). The results were also corroborated by the decreased gene expression of adipogenic markers FABP4, LPL and AdipoQ at the RNA level (Fig. 2d). Furthermore, Western blotting confirmed decreased amounts of FABP4 and LPL proteins (Fig. 2e). In summary, loss-of-function studies illustrated that MALAT1 is required for adipogenesis in cultured cells, leading us to hypothesize that low levels of MALAT1 might play important roles in CAC-related adipose tissue loss.

**Fig. 2:**
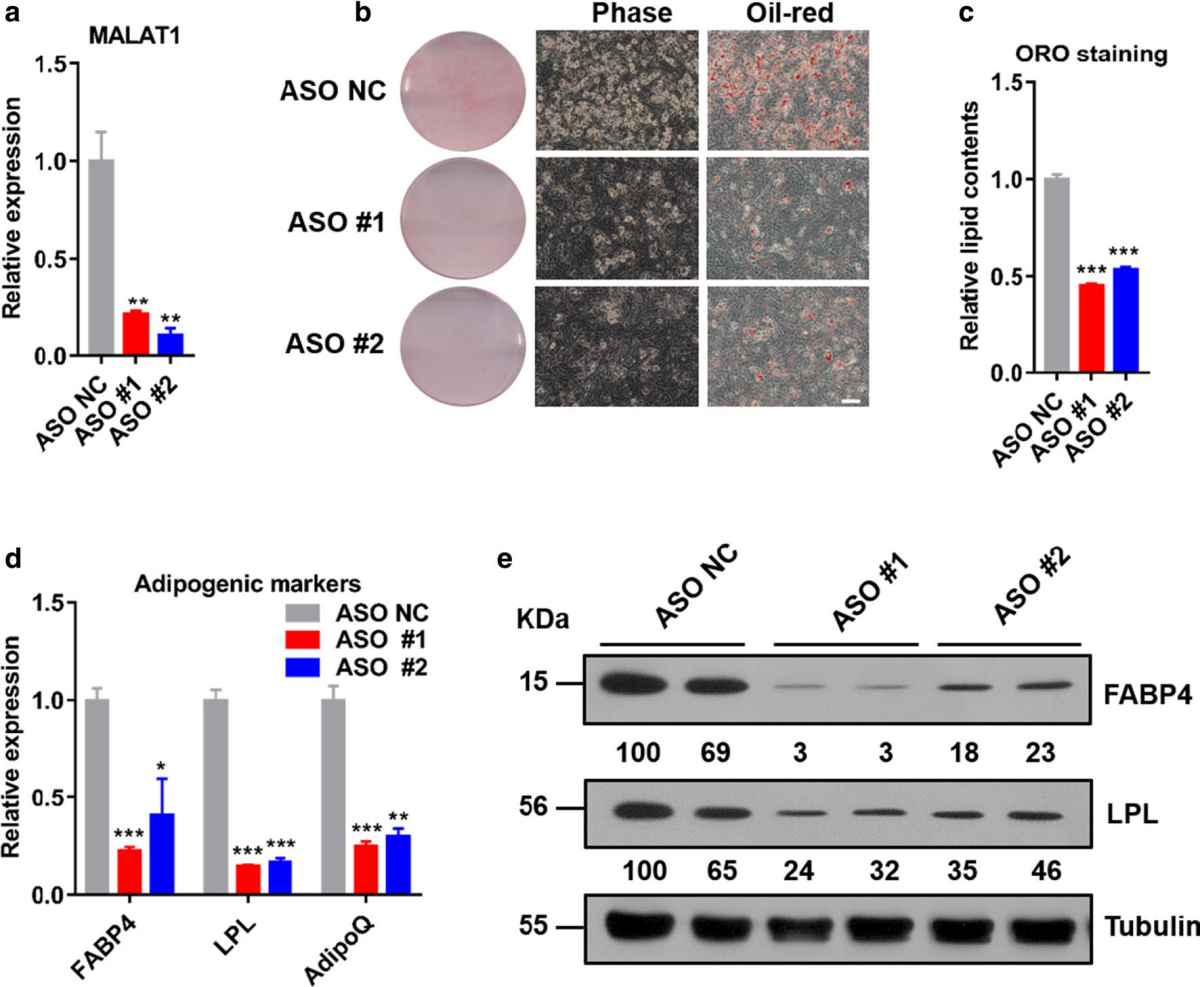
MALAT1 is required for adipogenesis. **a** Expression of MALAT1 in C3H10 cells transfected with ASO targeting MALAT1 (#1 and #2) or negative control (NC) and collected for qPCR analysis at differentiation day 6. **b** Representative images of ASO-treated C3H10 cells at differentiation day 6 labeled with Oil Red O (ORO) (scale bar, 100 μm). **c** Quantitative analysis of lipid accumulation in C3H10 cells from **b** at differentiation day 6. **d** qPCR analyses of the expression of adipogenic markers in ASO-treated C3H10 cells at differentiation day 6. **e** Immunoblot analyses of the expression of adipogenic markers in ASO-treated C3H10 cells at differentiation day 6. The experiments were repeated 3 times. The data are expressed as the means ± SEM. n = 3. *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001

### Analysis of global gene expression upon MALAT1 depletion

To gain further insights into MALAT1 function, we performed RNA-seq analysis using RNA extracted from ASO-treated C3H10 cells and control cells. 

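The RNA-seq experiment compared 1 library of C3H10 cells transfected with an ASO against MALAT1 with 1 library of C3H10 cells transfected with the negative control ASO, both at 100 nM and at day 6 of differentiation. C3H10 cells are a mouse embryonic mesenchymal line that forms adipocytes after adipogenic induction, and an ASO is a short antisense strand that directs the cleavage of the RNA it pairs with. Which of the ASOs against MALAT1 was sequenced is not named in the paper's text. The libraries were made from total RNA after removal of rRNA and kept the strand of the RNA. The authors deposited the number of reads counted on each gene, without normalization, and the paper's text names neither the aligner, the counting tool nor the genome build. The table holds 46095 genes. The control library held 58147539 counts on 21111 genes, and the MALAT1-knockdown library held 61653549 counts on 21143 genes. The 10 genes with the most counts took 6.09% of the control library and 5.98% of the knockdown library. A gene with 0 counts allows up to 3 counts, which is 0.0516 CPM in the control library and 0.0487 CPM in the knockdown library. Counts were scaled by edgeR's TMM factors, which were 0.992 for the control library and 1.01 for the knockdown library. The 17356 genes with at least 10 counts summed over both libraries were tested with a two-sided exact binomial test and Benjamini-Hochberg adjustment, and a gene was called at an adjusted p under 0.05 with a log2 fold change of at least 1 in either direction. The log2 fold change was computed with a prior count of 0.5. With no replicates, no difference has a replicate check: the test compares these libraries, not the conditions, and its 95% Clopper-Pearson intervals cover counting error only. Reads of 1 molecule that were counted more than once make these intervals too narrow.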

We identified 1120 differentially expressed genes (*p* < 0.05), comprising of 403 enriched and 717 depleted genes in MALAT1-knockdown cells, compared to control cells (Fig. 3a). 

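The targeted gene was lower in the knockdown library. Malat1 had 170402 counts in control cells and 45396 counts in MALAT1-knockdown cells, a log2 fold change of -2.01 (95% interval -2.03 to -2.00) that left 24.7% of the control level. In the GENCODE M21 annotation of GRCm38, which is not known to be the authors' build, Malat1 is a lincRNA gene on chromosome 19 from 5795690 to 5802672 on the minus strand. Of the genes tested, 1090 were called, with 380 higher and 710 lower in MALAT1-knockdown cells. Without the fold change threshold, 8346 genes had an adjusted p under 0.05. The called genes were mostly weakly expressed. Of the 5217 genes with a mean under 100 counts, 895 were called, with 350 higher and 545 lower. Among genes with a mean of 1000 counts or more, 62 of 8251 were called, with 1 higher and 61 lower. In the 3071 genes with a mean under 25 counts, the variance between the libraries was 3.58 times that of the binomial test, and it was 4.45 times that for genes with 25 to 100 counts and 9.42 times for those with 100 to 1000. In simulated libraries with no changed gene, the same thresholds called a median of 74 genes when cultures varied with a coefficient of variation of 0.1, 474 genes at 0.2 and 3889.5 genes at 0.4. With edgeR's exact test, 667 genes were called with a preset biological coefficient of variation of 0.1 and 117 with 0.2. With a common dispersion estimated with both libraries as one group, 427 were called. With a preset of 0.4, 1 gene was called, Snrnp40. With unadjusted p under 0.05, chosen after the data were examined, these settings called from 343 to 1210 genes. Snrnp40, the called gene with the interval farthest from 0, had 7 counts in control cells and 322 in knockdown cells. Tango2 rose from 13 to 223 counts, 9930111J21Rik2 from 22 to 295 and Dgcr2 from 53 to 395. Glra1, with 0 counts in control cells and 26 in knockdown cells, was at least 8.05-fold higher with its 0 counts set at the floor of 3, and the 95% interval of its log2 fold change began at 2.61. In the other direction, Atp6v1e1 went from 2581 to 228 counts, a log2 fold change of -3.60 (95% interval -3.81 to -3.41), and Ncbp3 from 414 to 35. Rnasek went from 415 to 26 counts and Eno3 from 532 to 53, and both lie in a stretch of 23 neighbouring genes with few counts in both libraries. Znrd1as, an antisense gene whose reads could be split with the opposite strand because the counting is not stated to use strand, went from 91 to 6 counts.

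**Figure D1:**
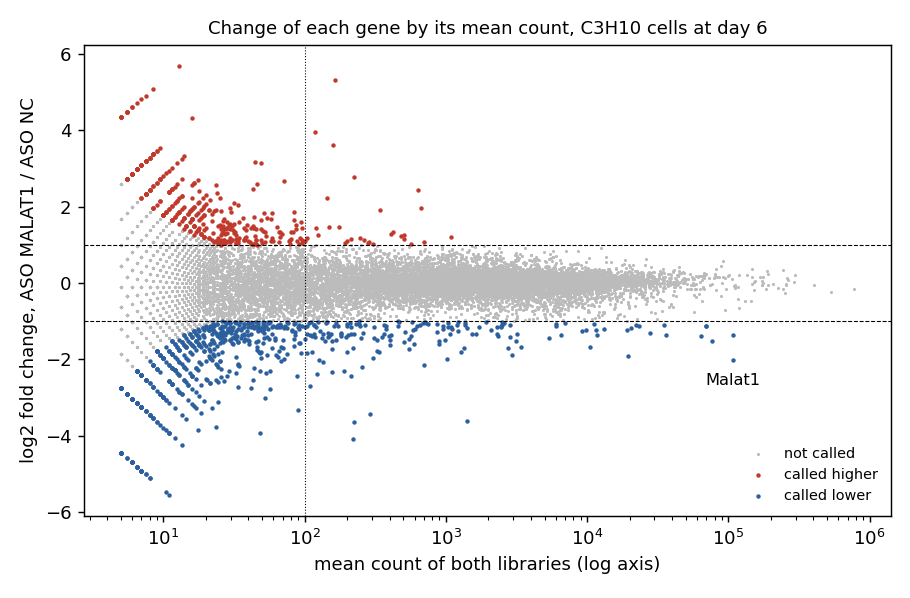
Log2 fold change of each tested gene between the MALAT1-knockdown and the control library (vertical axis) against its mean count in both libraries (horizontal axis, log scale). Points are genes, coloured where called higher or lower, dashed lines mark log2 fold changes of -1 and 1, and the dotted line marks 100 counts, left of which 895 of the 1090 called genes lie. Malat1 sits at -2.01.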

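Gene lists for fat cell differentiation and triglyceride catabolism were written by hand from general knowledge and are not GO terms themselves. Each list's median log2 fold change was set among the medians of 10000 random lists of the same size, matched on mean expression, as a description of these libraries. The fat cell differentiation list, with 38 genes tested, had a median of -0.32, lower than every random list (percentile 0). In this list 10 genes were called lower and 0 higher, and the count was 10 when adjusted over the list alone. Its members include Retn, which had 1592 counts in control cells and 431 in MALAT1-knockdown cells, a log2 fold change of -1.99 (95% interval -2.15 to -1.84). The triglyceride catabolism list, with 15 genes tested, had a median of -1.10 (percentile 0), and 8 of its genes were called lower, also when adjusted over the list alone. Among them, Pnpla3 had 4149 counts in control cells and 1371 in knockdown cells, a log2 fold change of -1.70. These medians moved by less than 0.05 under the alternatives of scaling, filter, prior count and expression bins. Published Reactome sets, added after the data were examined, gave the same direction for lipid breakdown and for lipid metabolism more widely. The set for triacylglycerol hydrolysis by hormone-sensitive lipase, with 11 genes tested, had a median of -0.62 (percentile 0). For mitochondrial fatty acid beta-oxidation, with 14 genes tested, the median was -0.51 (percentile 0). The wider set for fatty acid, triacylglycerol and ketone body metabolism, with 80 genes tested, had a median of -0.26 (percentile 0). The Reactome set for transcriptional regulation of white adipocyte differentiation, with 45 genes tested, had a median of 0.01 (percentile 45.6), which did not stand apart from random lists. Some genes of this set were called lower all the same, so its median does not describe each of its genes.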

Gene ontology (GO) analysis indicated that gene sets affected by MALAT1 knockdown were enriched in several biological processes, including lipid metabolism, fat cell differentiation, and fatty acid metabolism (Fig. 3b). 

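Hand-written lists for 4 pathways were compared with random lists in the same way. The PPAR signaling list had the lowest median of the 4 pathway lists, at -0.61 over 45 genes tested (percentile 0), and 12 of its genes were called lower. Scd1 in this list had 111931 counts in control cells and 41856 in MALAT1-knockdown cells, a log2 fold change of -1.53 (95% interval -1.54 to -1.51). Aqp7 had 416 and 97 counts, and Pck1 had 93 and 12 counts. The fatty acid metabolism list had a median of -0.42 over 42 genes tested (percentile 0), with 6 genes called lower and 1 called higher. The higher gene was Acadvl, with 135 counts in control cells and 548 in knockdown cells, and it lies in a stretch of neighbouring genes with few counts in both libraries. The glycerolipid metabolism list had a median of -0.22 over 32 genes tested (percentile 0), with 7 genes called lower, Lpin1 among them with a log2 fold change of -1.26. The insulin signaling list was closest to 0, with a median of -0.12 over 58 genes tested (percentile 0.01), and 7 of its genes were called lower. Acacb in this list had a log2 fold change of -1.51, and Pygl, with 493 and 155 counts, of -1.77. Adjusted over the list alone, these counts of called genes were the same. Reactome sets, added after the data were examined, gave a mixed picture here. The set for regulation of lipid metabolism by PPARα, another receptor of the PPAR family, did not stand apart. Its median was -0.03 over 18 genes tested (percentile 19.1), with 0 called. Nor did the set for the insulin receptor signalling cascade, with a median of -0.05 (percentile 1.72). The set for triglyceride biosynthesis did stand apart, with a median of -0.23 over 35 genes tested (percentile 0) and 8 called lower. So did the set for fatty acyl-CoA biosynthesis, with a median of -0.26 over 19 genes tested (percentile 0.05) and 4 called lower. The lists overlap, since PPAR signaling and fatty acid metabolism share 15 genes. For comparison, the median was -0.03 over 27 widely expressed reference genes (percentile 8.45) and -0.06 over 47 cytosolic ribosomal protein genes (percentile 0.79), although 10 of the 75 genes of these lists had under 1000 counts in each library.

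**Figure D2:**
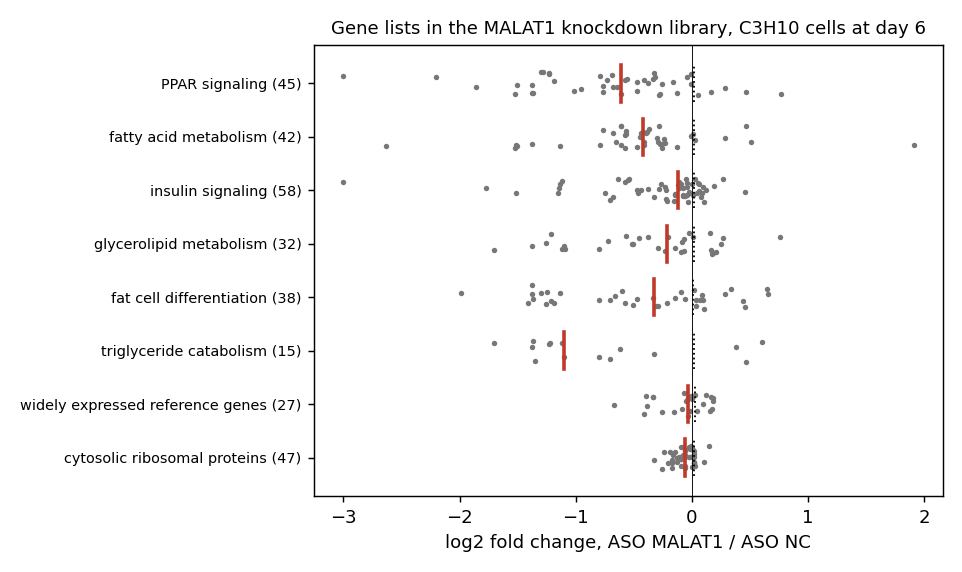
Log2 fold change between the MALAT1-knockdown and the control library (horizontal axis) of each gene in 8 lists, with the number of genes tested in brackets. Points are genes, spread vertically at random for legibility, the solid red line is the median of the list and the dotted line the median of matched random lists. The median of PPAR signaling lies at -0.61 and that of the widely expressed reference genes at -0.03.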

A pathway analysis showed that the top pathways associated with MALAT1 knockdown were the PPAR signaling pathway, fatty acid metabolism, and insulin signaling pathway (Fig. 3c). The GO and pathway analyses results together revealed that the functions of genes downstream of MALAT1 are associated with adipogenesis. We thus sought to computationally identify upstream regulators that may be critical for the suppression of adipogenic genes. 

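The 9 genes drawn in Fig. 3d are Pparg, Cebpa, Fabp4, Lpl, Adipoq, Elovl3, Timp4, Klf15 and Gata2. Of these, 8 were lower in MALAT1-knockdown cells and 5 were called lower, also when adjusted over the list alone, which is not independent evidence if the study chose these genes on the same libraries. Pparg, which lies on chromosome 6 from 115360951 to 115490399 on the plus strand in the GENCODE M21 annotation of GRCm38, had 11816 counts in control cells and 8552 in knockdown cells. Its log2 fold change was -0.57 (95% interval -0.61 to -0.53, for counting error only), or 67.2% of the control level. In the binomial test it was not called because the change was under the fold change threshold. In edgeR's exact tests, which allow for variation between cultures, Pparg did not pass the threshold for adjusted p either. Fabp4 had 151625 counts in control cells and 63240 in knockdown cells, a log2 fold change of -1.37 (95% interval -1.38 to -1.35). The values were -1.37 for Lpl, with 51462 and 21392 counts, and -1.30 for Adipoq, with 38769 and 16923 counts. Cebpa had 4071 and 1652 counts, a log2 fold change of -1.41 (95% interval -1.49 to -1.32). Elovl3 had only 37 and 6 counts, so its log2 fold change of -2.63 had a 95% interval from -4.27 to -1.47, and it was not called in a test on counts divided by 4, which was chosen after the data were examined. Timp4, with a log2 fold change of -0.89, and Klf15, with -0.66, were lower but under the threshold. Gata2 was higher in knockdown cells, with 659 counts in control cells and 1108 in knockdown cells, a log2 fold change of 0.64 (95% interval 0.50 to 0.78). With edgeR's exact test, 5 of the 9 were called with a preset biological coefficient of variation of 0.1, 5 with the common dispersion, 1 (Elovl3) with 0.2 and 0 with 0.4. Rpl23, the reference gene of the qPCR, had a log2 fold change of 0.02 (95% interval -0.01 to 0.05).

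**Figure D3:**
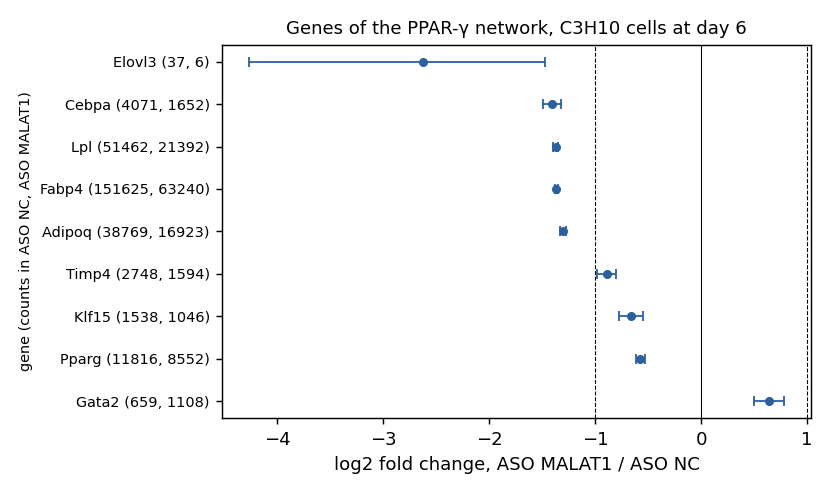
Log2 fold change between the MALAT1-knockdown and the control library (horizontal axis) of the 9 genes drawn in Fig. 3d, with their counts in both libraries in brackets. Bars are 95% intervals for counting error only, and dashed lines mark log2 fold changes of -1 and 1. Pparg lies at -0.57 and Gata2, at 0.64, is the only one above 0.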

A protein–protein interaction (PPI) network analysis led to the identification of PPAR-γ as the central node transcription factor, the inhibition of which explaining the downregulation of numerous adipogenic genes (Fig. 3d). These results indicate that MALAT1 is a key genetic component to carry out adipogenesis.

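A hand-written list of mature adipocyte markers had a median log2 fold change of -1.27 between MALAT1-knockdown and control cells, with an interquartile range from -1.43 to -1.10. All 28 markers tested were lower and 22 were called lower, and the median was below that of every matched random list (percentile 0). Gpd1, one of these markers, had 30396 counts in control cells and 8692 in knockdown cells, a log2 fold change of -1.91 (95% interval -1.95 to -1.88). The list shares 11 genes with the PPAR signaling list and 8 with the fat cell differentiation list. The paper reasons from the called genes to the enriched GO terms and pathways, and from these to a network with PPAR-γ at its centre. It proposes on this basis that MALAT1 is a key component of adipogenesis. Its other evidence comes from repeated experiments with ASOs against MALAT1, which found less lipid staining and lower adipogenic markers. Those experiments were not analysed here.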

**Fig. 3:**
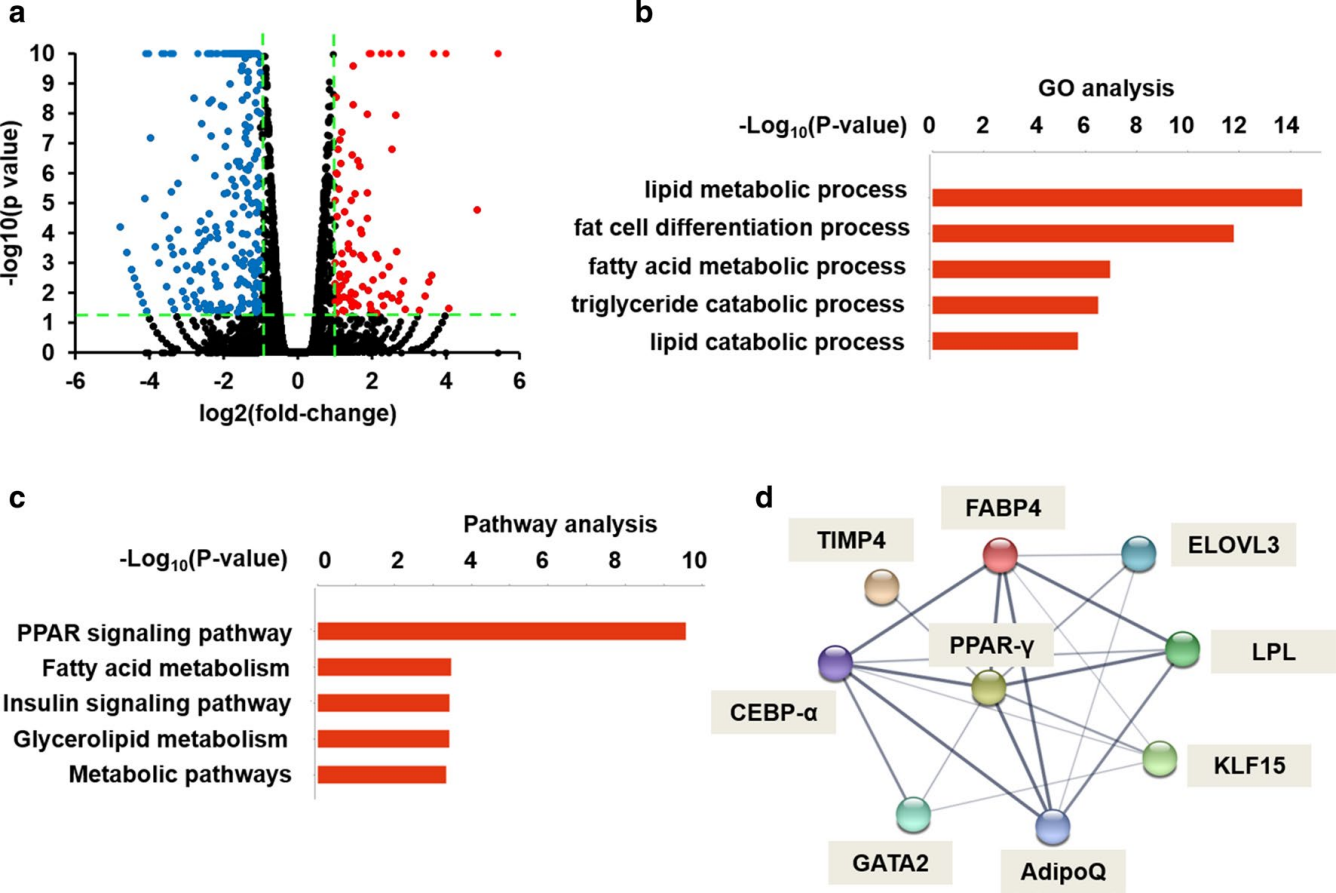
Analysis of global gene expression upon MALAT1 depletion. **a** Volcano plots showing differentially expressed genes in ASO-treated C3H10 cells at differentiation day 6. **b** Top 5 GO biological process terms changed among mRNA genes upon MALAT1 knockdown relative to the control. **c** Top 5 pathways affected by MALAT1 knockdown relative to the control. **d** The correlation of PPAR-γ and downstream adipogenic genes was demonstrated by PPI network analysis

### MALAT1 is involved in adipogenesis by regulating the transcription of PPAR-γ

PPAR-γ is the master transcription factor of adipogenesis, leading us to suspect that the function of MALAT1 may be associated with PPAR-γ regulation. To further explore the correlation between MALAT1 and PPAR-γ, we first monitored the expression of PPAR-γ at different time points following adipogenic induction. Gene expression analysis indicated that the expression of PPAR-γ was significantly increased during adipogenesis of C3H10 cells (Fig. 4a, b). The expression pattern of PPAR-γ during adipogenesis was consistent with the expression pattern of MALAT1, as shown in Fig. 1f. Furthermore, we found that knocking down MALAT1 downregulated the mRNA and protein levels of PPAR-γ (Fig. 4c, d). To further test MALAT1 regulation of PPAR-γ transcription, 293 T cells were cotransfected with the PPAR-γ luciferase reporter in the presence of the MALAT1 vector. The MALAT1 vector significantly increased the reporter activity compared with the control vector (Fig. 4e). PPAR-γ has been reported to be the principal adipogenic transcription factor participating in the terminal process of adipogenesis; therefore, we hypothesized that MALAT1 regulates adipogenesis through PPAR-γ.

**Fig. 4:**
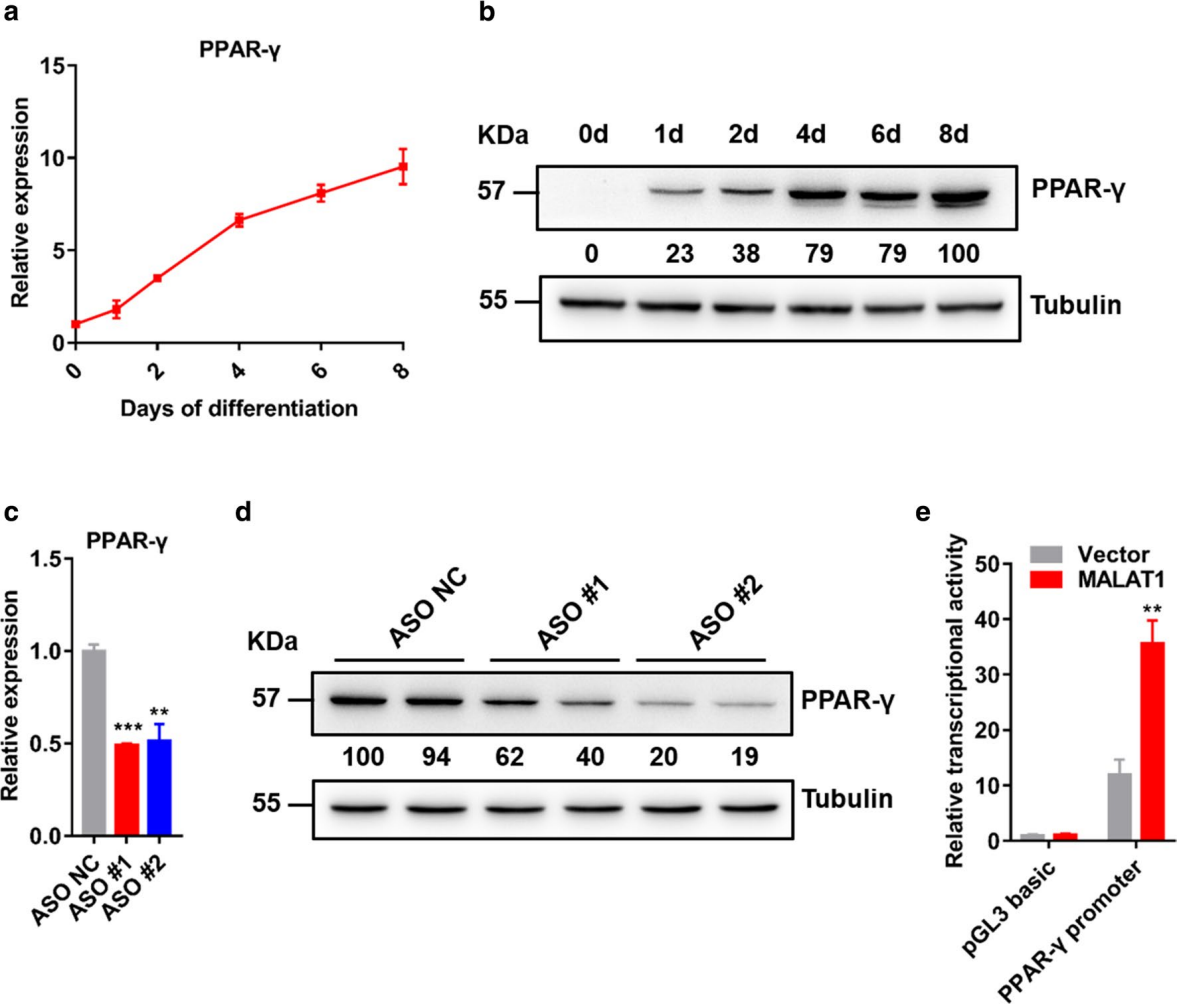
MALAT1 is involved in adipogenesis by regulating the transcription of PPAR-γ. **a** qPCR analyses of the expression of PPAR-γ during the adipogenesis of C3H10 cells. **b** Immunoblot analyses of the expression of PPAR-γ during C3H10 cells adipogenesis. **c** qPCR analyses of the expression of PPAR-γ in C3H10 cells without/with knockdown of MALAT1 at differentiation day 6. **d** Immunoblotting analyses of the expression of PPAR-γ in C3H10 cells without/with knockdown of MALAT1 at differentiation day 6. **e** The transcriptional activity of the -2 kb region of PPAR-γ in response to MALAT1 or control vector in 293 T cells. The experiments were repeated 3 times. The data represent the means ± SEM. n = 3. *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001

### Expression of MALAT1 in the adipose tissue of CAC patients

To explore the significance of MALAT1 in CAC patients, we examined the expression levels of MALAT1 in the adipose tissue of CAC patients and non-CAC patients the (patient baseline characteristics are shown in Additional file 1: Table S1). Compared with its expression in non-CAC patients, MALAT1 was weakly expressed in adipose tissues of CAC patients (Fig. 5a). Additionally, a negative correlation was observed between MALAT1 expression levels and weight loss (%) in CAC patients (Fig. 5b). Moreover, the decreased expression of MALAT1 in adipose tissue was associated with a lower fat mass index (FMI) of CAC patients (Fig. 5c). An overall survival analysis was performed via the Kaplan–Meier method, which revealed patients with low expression levels of MALAT1 in adipose tissue generally had significantly shorter overall survival times, compared to patients with high MALAT1 expression (Fig. 5d).

**Fig. 5:**
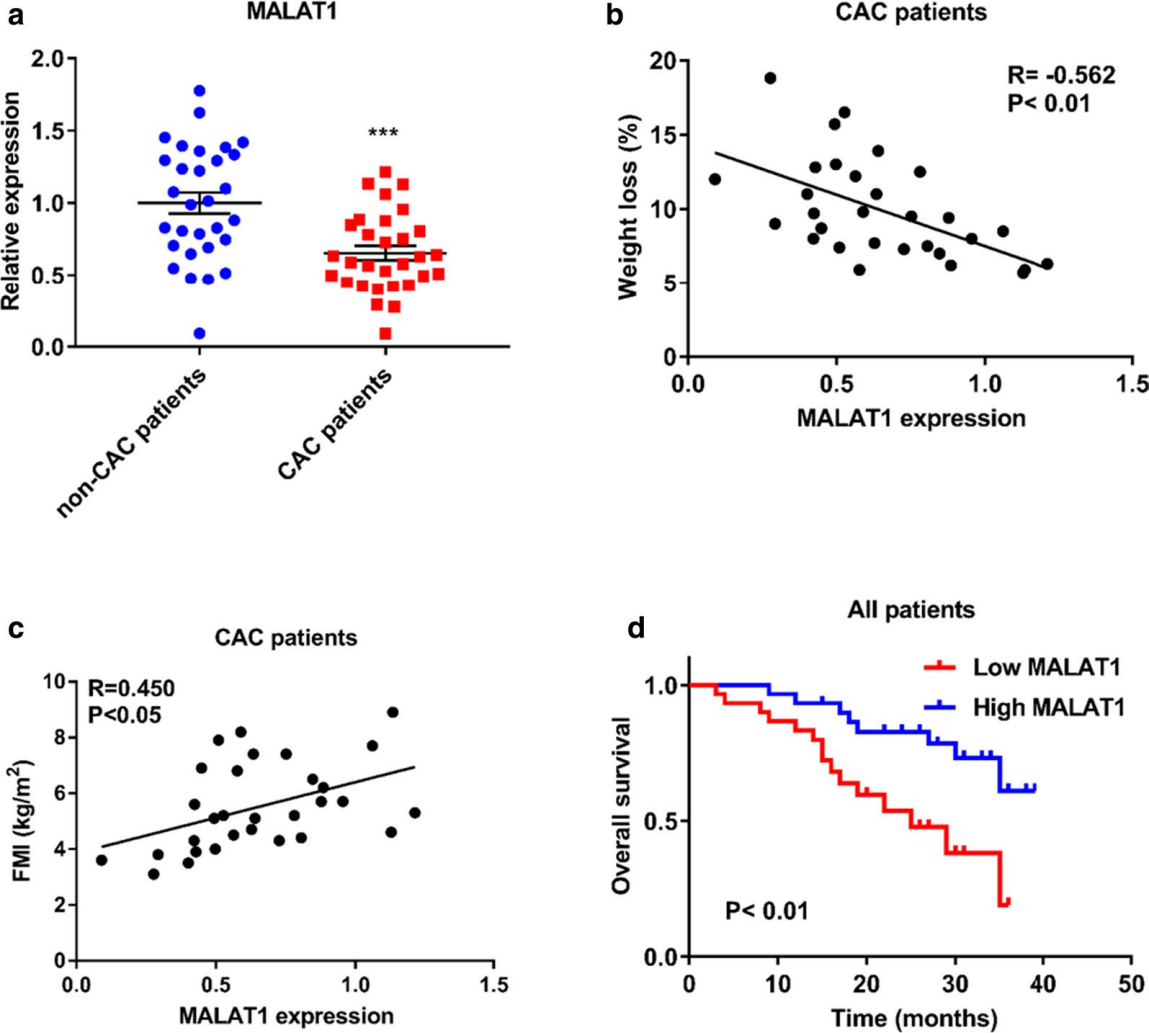
Expression of MALAT1 in the adipose tissue of CAC patients. **a** Expression of MALAT1 in the subcutaneous WAT of CAC patients (n = 30) and non-CAC patients (n = 30). **b** The correlation between the expression levels of MALAT1 and weight loss (%) in CAC patients (n = 30). **c** The correlation between the expression levels of MALAT1 and FMI in CAC patients (n = 30). **d** Kaplan–Meier survival analysis of patients with low or high expression levels of MALAT1 in adipose tissue (n = 60). The experiments were repeated 3 times. The data represent the means ± SEM. ***p ≤ 0.001

## Discussion

MALAT1 was originally identified due to its multiple functions in many physiological and pathological processes [20, 21, 23, 29]. The sequence of MALAT1 is highly conserved among mammals. Multiple studies have demonstrated that the inhibition of MALAT1 impairs the proliferative and invasive properties of cancer cells, which further supports the involvement of MALAT1 in cellular transformation and/or tumorigenesis [23, 30]. A recent study found that MALAT1 can regulate myogenesis by modulating MyoD transcriptional activity [20]. Though some research has reported that MALAT1-KO mice do not exhibit an obvious developmental phenotype [31], there is a hypothesis that MALAT1 displays no phenotype in living mice maintained under normal conditions; its function is thought to becomes apparent only in specific cell types or under certain pathological conditions. In this study, we found that knocking down MALAT1 significantly suppressed adipogenesis. This result cannot have been caused by off-target effects, due to the use of two independent ASOs. As MALAT1 had not been previously studied in CAC, this study pioneers the involvement of MALAT1 in adipose tissue loss in CAC by regulating adipogenesis. This discovery adds a novel function to MALAT1 as another example of lncRNA involved in adipose tissue loss in CAC.

Emerging evidence suggests that MALAT1 can regulate gene expression at the transcriptional level. For example, MALAT1 interacts with TEAD proteins and inhibits the transcription of the target genes ITGB4 and VEGFA [19]. Moreover, MALAT1 plays a critical role in pre-mRNAs metabolism. MALAT1 interacts with serine/arginine (SR) splicing factors and modulates their distribution to regulate alternative splicing of pre-mRNAs [32, 33]. In this study, we provided new insight into the molecular mechanism of MALAT1 in adipogenesis. We found that MALAT1 regulates adipogenesis by controlling the transcription of PPAR-γ, though the mechanisms by which MALAT1 regulates the transcription of PPAR-γ needs to be further studied. Previous research found that C/EBP-β can regulate the transcription of PPAR-γ, but whether MALAT1 can regulate the transcription of PPAR-γ through C/EBP-β needs to be further explored [34]. In addition, inflammatory cytokines such as interleukin-6 and tumor necrosis factor-α are also associated with adipose tissue loss in CAC [35]. With regards to whether these cytokines can influence the expression of MALAT1 and thus regulate adipogenesis calls for further research.

Various proteins are known to participate in adipose tissue loss in CAC, including HSL, ATGL, UCP1 [36–38]. In addition to the aforementioned proteins, lncRNAs such as CAAlnc1 are emerging as novel regulators in the adipose loss in CAC [17]. In our study, we found that MALAT1 was weakly expressed in the subcutaneous WAT of CAC patients and was closely associated with low FMI and poor prognosis in cancer patients. Therefore, the expression level of MALAT1 is an important prognostic factor for tumor patients. Some preclinical studies are focusing on the treatment of CAC. For example, Ampk inactivation was correlated with the adipose tissue loss in CAC. An AMP-activated protein kinase–stabilizing peptide was able to ameliorate WAT wasting in vitro and in vivo by shielding the Cidea-targeted interaction surface on Ampk [39]. For MALAT1, much work remains to be done in order to confirm its value in the adipose tissue loss in CAC.

## Conclusions

This study revealed that MALAT1 was weakly expressed in the subcutaneous WAT in CAC patients and its association with a low index of fat mass and poor prognosis in cancer patients. The knockdown of MALAT1 was observed to suppress adipogenesis by regulating the expression of PPAR-γ at the transcriptional level. Therefore, this study provides a potential target for the diagnosis and treatment of patients with CAC.

## Supplementary Information

**Additional file 1: Table S1.** Patient baseline characteristics.

## Data Availability

RNA-seq data are deposited at the Gene Expression Omnibus database with the accession number GSE156615. All data generated and analysed during the current study are available from the corresponding author on reasonable request.

## Abbreviations

CAC: Cancer-associated cachexia
WAT: White adipose tissue
IL-6: Interleukin-6
TNF-α: Tumor necrosis factor-alpha
SR: Serine/arginine
GO: Gene ontology
NC: Negative control
rRNA: Ribosomal RNA
ASO: Antisense oligonucleotide
FISH: Fluorescence in situ hybridization
SEM: Standard error of the mean
PPI: Protein–protein interaction
Nuc: Nuclear
Cyt: Cytoplasmic
ORO: Oil-Red O

# Supplementary material for: The long noncoding RNA MALAT1 modulates adipose loss in cancer-associated cachexia by suppressing adipogenesis through PPAR-γ
**Source:** Nutr Metab (Lond). 2021 Mar 10;18:27. doi: 10.1186/s12986-021-00557-0
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Patient baseline characteristics.

**Table S1.** Patient baseline characteristics

| Clinical Characteristics | Non-CAC patients (n=30)<br>No (%) | CAC patients (n=30)<br>No (%) | Test of significance |
|--------------------------|-----------------------------------|-------------------------------|----------------------|
| Gender                   |                                   |                               |                      |
| Male                     | 19 (63.3%)                        | 21 (70.0%)                    | p=0.5839             |
| Female                   | 11 (36.7%)                        | 9 (30.0%)                     |                      |
| Age                      |                                   |                               |                      |
| ≤60                      | 17(56.7%)                         | 20(66.7%)                     | p=0.4257             |
| > 60                     | 13(43.3%)                         | 10(33.3%)                     |                      |
| Tumor site               |                                   |                               |                      |
| Colon                    | 15(50.0%)                         | 13(43.3%)                     | p=0.6048             |
| Rectum                   | 15(50.0%)                         | 17(56.7%)                     |                      |
| T stage                  |                                   |                               |                      |
| T1-2                     | —                                 | —                             | p=0.7656             |
| T3                       | 8(26.7%)                          | 7(23.3%)                      |                      |
| T4                       | 22(73.3%)                         | 23(76.7%)                     |                      |
| N stage                  |                                   |                               |                      |
| N0                       | 13(43.3%)                         | 9(30.0%)                      | p=0.2945             |
| N1                       | 10(33.3%)                         | 16(53.3%)                     |                      |
| N2                       | 7(23.3%)                          | 5(16.7%)                      |                      |
| M stage                  |                                   |                               |                      |
| M0                       | 19(63.3%)                         | 14(46.7%)                     | p=0.1944             |
| M1                       | 11(36.7%)                         | 16(53.3%)                     |                      |

How the deposited data were processed for this re-analysis (not part of the article)

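RNA from C3H10 cells at day 6 of differentiation was sequenced in 1 library of cells transfected with an ASO against MALAT1 and 1 library of cells transfected with the negative control ASO, each at 100 nM. The authors made the libraries from total RNA after removal of rRNA and deposited the counts of reads per gene, which are whole numbers without normalization. The aligner, the counting tool, the genome build and the annotation are not stated, and neither is the treatment of reads that match several places, of duplicate reads and of strand. Which of the ASOs was sequenced is not stated either. The table names genes by symbol, and 92.6% of the symbols of the tested genes matched the RefSeq table of GRCm38.p6, which was used only for names and for the order of genes. The microarray, qPCR, immunoblot, reporter and patient measurements of the paper were not analysed here.

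Each column was taken to be the library whose label it carries. The control library held 58147539 counts and the knockdown library 61653549 counts. Of 46095 genes in the table, 17356 had at least 10 counts summed over both libraries and were tested. Library sizes were scaled by edgeR's TMM factors (edgeR 4.0.16 in R 4.3.3). The log2 fold change is the log2 ratio of counts divided by the scaled library sizes with a prior count of 0.5. Because edgeR's quasi-likelihood test and DESeq2 need replicates to estimate the spread, each gene was tested with a two-sided exact binomial test of its counts against the scaled library sizes (scipy 1.17.1, Python 3.11.15), with Benjamini-Hochberg adjustment over the genes tested. A gene was called at an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction, which are the lines drawn in Fig. 3a. The paper's statistics section gives a threshold for p but names no test or adjustment for the RNA-seq data. The 95% intervals are Clopper-Pearson limits of a gene's share of the counts, and like the floor of 3 counts for a count of 0 they cover counting error only. A fold against a library at or under that floor is given as a lower bound.

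The test was checked on simulated data with the real genes' means and library sizes. Of 200 changed genes, 200 were called, 0 with the wrong sign, and 1 unchanged gene was called among 17363 genes tested, while 95.5% of the intervals held the true value. Libraries with no changed gene were simulated in 20 draws each, with a coefficient of variation between cultures of 0, 0.1, 0.2 or 0.4.

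The genes named in the text follow a rule: each gene the paper names, the neighbours of Malat1, the 5 higher and the 5 lower called genes whose intervals lie farthest from 0, and up to 3 called genes per gene list by the same ranking. The exceptions are named as chosen after their values were seen. Not every gene under this rule is reported here. The 24 gene lists were written by hand from general knowledge, since tables of GO or KEGG terms were not used here. A list's median was set among 10000 random lists of the same size matched in 20 bins of mean expression. No p-value was computed across genes. Medians in the lowest 0.5% or the highest 0.5% of random lists were taken to stand apart. Setting genes with one library at or under the floor at their lower bound moved no list's median. The rule, the lists, the test, the thresholds and the alternatives were fixed before the data were examined, except where a choice is said to have been made later.

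The alternatives were library totals, DESeq2's size factors (DESeq2 1.42.0) and edgeR's upper-quartile factors in place of TMM, genes with at least 1 count or with at least 10 counts in each library in place of the filter on the sum, a smaller prior count and a prior count of 2, edgeR's exact test with a preset biological coefficient of variation of 0.1, 0.2 or 0.4 or with a common dispersion estimated with both libraries as one group, unadjusted p, no fold change threshold, a 1.5-fold threshold, and 10 expression bins. Chosen after the data were examined were a test on counts divided by 4, the rounded excess variance of genes with a mean under 25 counts, edgeR's exact test with unadjusted p, the Reactome sets that come with fgsea 1.28.0, a check of GC content and transcript length against the longest GENCODE M21 transcript of each gene, which 88.3% of tested genes have, stretches of neighbouring genes with few counts, and a search for pseudogene copies of widely expressed genes among GENCODE M21 transcripts (BLAST+ 2.17.0, at least 95% identity over at least 200 bases).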

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

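The interferon-stimulated list as a test of an interferon response was set before the data were examined; the tests of GC content, of transcript length and of the cell cycle and interferon lists against the fibroblast list, and the Reactome sets, were chosen after the results were seen. Of 15 lists outside the GO terms and pathways of the paper's RNA-seq analysis, 8 had medians outside the range of nearly all matched random lists. That range would leave out 1% of lists if the genes of a list varied independently of each other, which genes of the same process need not do. These 8 lists are given here. The paper mentions browning, inflammation, splicing factors and myogenesis as background and reports no result on them from these libraries. With 1 library per condition none of them has a replicate check. Removing the trend of the log2 fold change with GC content left 8 of the 8 lists outside that range, and removing the trend with transcript length also left 8 of 8, although both corrections changed which genes were called (809 and 806 of 822 called genes stayed called), so neither trend is the whole cause. Scaling by library totals, DESeq2's size factors or upper-quartile factors changed the direction of none of the 8 lists. These scalings shift all genes alike and upward, moving the median of all tested genes from -0.0029 to 0.0192 at most. The direction could therefore not have changed for any of the 8 lists. Higher medians move away from 0, and the lower medians lie farther from 0 than this shift.

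Cell cycle genes were higher in the MALAT1-knockdown library, with a median log2 fold change of 0.68 (percentile 100). All 30 genes were higher, and 0 were called because each change was under the threshold. Fibroblast and preadipocyte markers were also higher, with a median of 0.23 (percentile 100) over 23 genes, 9 of the written markers being collagen and matrix genes of another list. Cd34, with 19 counts in control cells and 69 in knockdown cells, was called higher, but not when counts were divided by 4. Cell cycle genes rose more than the fibroblast list: 27 of the 30 lay above its 75th percentile, and the medians differed by 0.46. A lower share of differentiated cells would raise both lists alike only if differentiated cells expressed the genes of neither. No library of undifferentiated cells was analysed here to show this. The comparison therefore cannot decide whether a lower share is the whole cause of the cell cycle difference. A change in the undifferentiated cells themselves, such as more dividing cells, stays open, as does a difference in density or timing between single cultures, and neither was tested.

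Interferon-stimulated genes had a median of 0.38 (percentile 100), with 27 of 29 genes higher. The called genes were Cmpk2, with 273 counts in control cells and 685 in knockdown cells, and Rsad2, with 173 and 395 counts. Reactome sets gave a mixed picture: the median was 0.03 for interferon alpha/beta signaling (percentile 59.6) and 0.05 for the antiviral mechanism by IFN-stimulated genes (percentile 79.7), which did not stand apart, against 0.08 for interferon signaling as a whole (percentile 99.7) and 0.14 for interferon gamma signaling (percentile 99.99). An interferon response to the transfected ASO needs this list to stand above random lists, which it did (percentile 100), but this leaves open how many of the called genes such a response accounts for. Both libraries were transfected with an ASO, and no untransfected library was analysed here. For this list a lower share of differentiated cells and an interferon response cannot be told apart: its median lay 0.16 above that of the fibroblast list, while its interquartile range, from 0.20 to 0.52, overlapped that of the fibroblast list, from 0.09 to 0.34. The inflammatory response list did not stand apart, with a median of 0.03 (percentile 68.2).

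Nuclear-encoded respiratory chain genes had a median of -0.41 (percentile 0), with 35 of 35 genes lower and 0 called, and the Reactome set for respiratory electron transport had one of -0.35 (percentile 0). Cholesterol synthesis genes had a median of -0.43 (percentile 0), with 23 of 24 genes lower, and the Reactome set for cholesterol biosynthesis one of -0.42 (percentile 0). Cyp51, with a log2 fold change of -1.09, and Insig1, with -1.07, were called lower. Brown adipocyte genes had a median of -0.77 (percentile 0.24) over 12 genes, of which 8 had a mean under 50 counts. Their median was -0.42 with no filter (percentile 12.6) and -0.42 with at least 10 counts in each library (percentile 5.47), so this list stands apart only under the filter on the summed counts. Cox8b, with 56 counts in control cells and 13 in knockdown cells, and Cidea, with 40 and 4, were called lower. A lower share of differentiated cells was not tested for these lists, because no undifferentiated library was analysed here to give the level of these genes in such cells. It stays open beside a specific effect on mitochondrial or sterol genes.

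The unfolded protein and integrated stress response list had a median of -0.20 (percentile 0), but its genes went both ways, with 15 lower and 10 higher, and the Reactome set for the unfolded protein response had a median of 0.09 (percentile 89.9). Trib3 was called lower, with a log2 fold change of -1.25. Glucocorticoid targets had a median of -0.23 (percentile 0.09), with 10 of 14 genes lower and 0 called. The induction medium holds dexamethasone, and both libraries come from induced cells. No further explanation was tested for these lists.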

How the results depend on the processing

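The test on counts divided by 4 and edgeR's exact test with unadjusted p were chosen after the data were examined; the other alternatives were set before. No paired analysis was possible because each condition has 1 library. Malat1 kept its direction under the alternatives run for single genes, which were the other scalings and prior counts, edgeR's exact tests and the counts divided by 4, with a log2 fold change from -2.01 to -1.99. It was past the test's threshold under each of these but 1. With edgeR's exact test and a preset biological coefficient of variation of 0.4, its log2 fold change was still -2.01 but its adjusted p was 1, against 3.74e-18 with 0.1, 0.00148 with 0.2 and 3.61e-08 with the common dispersion.

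The number of called genes depends on the spread assumed between cultures, which 1 library per condition cannot give, and on the adjustment of p. Against 1090 called genes (380 higher, 710 lower), edgeR's exact test called 667 genes (201 higher, 466 lower) with a coefficient of variation of 0.1, 117 (22 higher, 95 lower) with 0.2, 1 (1 higher, 0 lower) with 0.4, and 427 (103 higher, 324 lower) with the common dispersion. The genes these tests called were all among the 1090. With unadjusted p under 0.05 and the same fold change threshold, edgeR's exact test called 1210 genes (466 higher, 744 lower) with 0.1, 1014 (370 higher, 644 lower) with 0.2, 343 (118 higher, 225 lower) with 0.4 and 1136 (427 higher, 709 lower) with the common dispersion. The paper gives p under 0.05 and names no adjustment. The common dispersion corresponds to a coefficient of variation of 0.143 and takes real differences between the libraries as spread. Dividing the counts by 4 gave 255 called genes (45 higher, 210 lower), all of them among the 1090, of which 62 had a mean under 100 counts and 62 a mean of 1000 counts or more.

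Requiring at least 10 counts in each library gave 561 called genes (166 higher, 395 lower), because this filter removes genes with few counts, whose calls are the most numerous. Dropping the fold change threshold gave 8346 genes (4207 higher, 4139 lower), and a 1.5-fold threshold gave 2018 (759 higher, 1259 lower). Under the other scalings, the other prior counts, no filter and unadjusted p, the count stayed between 1060 and 1269.

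The 6 lists for processes the paper names kept their direction and their place outside the random lists in all 48 comparisons with an alternative. The other scalings shift all genes nearly alike and by less than these medians, so those comparisons could hardly have come out otherwise. Among the other lists, 2 reversed: p53 targets, at -0.01, had a median of 0.013 with library totals and 0.00069 with no filter, and muscle genes, at 0.11, had -0.071 with no filter. Brown adipocyte genes did not stand apart under 2 alternatives. Of 57 other named genes, Frmd8 reversed, from -0.02 to 0.0035 with library totals. With library totals the median log2 fold change of all tested genes moved from -0.0029 to 0.0192, and these values close to 0 moved with it, while p53 targets kept nearly the same percentile (35.5 and 35.3). The cause of the reversals with no filter was not tested. Under the alternatives run for single genes, calls of named genes were lost 51 times over 35 genes and none was gained (the filters, unadjusted p and the other fold change thresholds are not part of this count): 13 genes lost theirs with a coefficient of variation of 0.2, 35 with 0.4, and 3 (Elovl3, Glra1 and Cd34) with the counts divided by 4.

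Depth limits the genes with few counts. Elovl3, with 37 and 6 counts, had an interval from -4.27 to -1.47, whereas Fabp4, with 151625 and 63240 counts, had one from -1.38 to -1.35.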

Differences from the paper's values

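The counts of called genes and the level of knockdown that the paper states in its text lie within 1.5 times of those computed here. The values that differ are qPCR values shown in figures, each for 1 of the ASOs, and were compared with the expression in the MALAT1-knockdown library relative to the control library. For Malat1, the paper's value is about 0.11 for ASO #2 in Fig. 2a, read by eye, and the value here was 0.247. For Fabp4, the paper's value is about 0.23 for ASO #1 in Fig. 2d, read by eye, against 0.387. For Lpl, the paper's values are about 0.15 for ASO #1 and about 0.17 for ASO #2 in Fig. 2d, read by eye, against 0.386. For Adipoq, the paper's value is about 0.25 for ASO #1 in Fig. 2d, read by eye, against 0.405. None of the other scalings and prior counts, set before the data were examined, closed these gaps; the other alternatives were not run for these values. The paper's text does not name which of the ASOs was sequenced, so a value of the other ASO that lies closer is not shown to be the matching one.

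The paper explains the lower expression of adipogenic genes by inhibition of PPAR-γ with the network of Fig. 3d. It states elsewhere that the mRNA of PPAR-γ, FABP4, LPL and AdipoQ was lower after MALAT1 knockdown, as was found here for these genes, and its text states no direction for Gata2, Timp4 and Klf15, which are drawn in the network too. Gata2 was higher in the MALAT1-knockdown library, with a log2 fold change of 0.64. Pparg, Timp4 and Klf15 were lower, and their log2 fold changes of -0.57, -0.89 and -0.66 were under the threshold for a call. In the binomial test with the 1.5-fold threshold, Timp4 and Klf15 were called lower and Gata2 higher, and without a fold change threshold Pparg was called too. In edgeR's exact tests Pparg did not pass the threshold for adjusted p.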

Other observations

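The simulation of variation between cultures, the comparison of adipocyte with fibroblast genes and the gene lists were set before the data were examined; the other tests in this part were chosen after the results were seen.

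The median of mature adipocyte markers was -1.31 after removing the trend of the log2 fold change with GC content and -1.26 after removing that with transcript length, against -1.27 before, so neither trend is the whole cause. A lower share of differentiated cells in the knockdown library is a candidate explanation: it needs fibroblast and preadipocyte markers to rise, and their median had the percentile 100 among random lists. The same values would arise from cultures that happened to differentiate to different extents. With 1 library per condition, an effect of MALAT1 and such a difference between single cultures cannot be told apart from these libraries. The paper's repeated experiments with ASOs against MALAT1, which found less lipid staining and lower adipogenic markers, bear on this question. They were not analysed here. A direct effect on PPAR-γ targets was not tested apart from these.

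Simulated libraries with no changed gene gave a median of 474 calls with a coefficient of variation between cultures of 0.2, under the 1090 observed, and more calls than observed with 0.4. The real coefficient is not known, so variation between cultures cannot be told apart from an effect of the knockdown for the number of calls. For genes with 1000 counts or more the values are clearer. In simulated unchanged libraries that had the one-group dispersion and gave 4 counts per molecule, at most 14 such genes were called in any of 20 draws, against 62 observed, of which 61 were lower. Chance spread of that size, gene by gene, is therefore not the whole cause of these calls. A larger spread was not simulated for these genes apart, so their number does not exclude it. Their direction, with 61 of 62 lower, argues against a spread in which each gene varies independently.

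Among genes with a mean under 25 counts, the variance between the libraries, taken from the interquartile range, was 3.58 times that of counting. The excess is not particular to these genes: it was 4.45 times for genes with 25 to 100 counts and 9.42 times for those with 100 to 1000. For the genes with fewest counts, one candidate explanation is that counts are not independent molecules, for example because both reads of a pair or duplicate reads were counted. That would favour even counts within a library, and 596 genes had 4 counts in the control library, against 433 with 3 and 374 with 5, a ratio of 1.48 to the mean of these neighbours. The ratio was 1.46 in the knockdown library. Over all even counts from 4 to 24 the excess was smaller, with a ratio of 1.15 in the control library and 1.17 in the knockdown library. How much of the spread this accounts for was not measured, and the cause of its rise with the number of counts was not tested. Simulated unchanged libraries that gave 4 counts per molecule called a median of 783 genes under 100 counts without variation between cultures and 1092.5 with the one-group dispersion added, against 895 observed. Of these calls at most 54.3% and 50.05% were lower, against 60.9% observed, so that spread by itself is not the whole cause. With the one-group dispersion alone, up to 58.8% were lower, but a median of only 126.5 genes were called. When all genes with few counts were also shifted by their observed medians (-0.10 for genes under 25 counts), up to 61.5% of the simulated calls were lower. A general shift of weakly expressed genes and changes of single genes cannot be told apart for these calls, since the shift was taken from the same genes.

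Some widely expressed genes had few counts in both libraries. Gapdh had 965 counts in control cells and 870 in knockdown cells, Ppia 366 and 384, Rps27 112 and 116, and Rps18 3 and 3, although these genes are usually abundant (Gapdh, Ppia, Rps27 and Rps18 were chosen after their values were seen). A candidate explanation is that reads that match several places in the genome were not counted. Genes with under 1000 counts had a median of 6 pseudogene copies and those with more a median of 2, but across the 71 genes compared the Spearman rho between copies and counts was only -0.176, and genes are not independent replicates, so the test does not decide. Gapdh had the most copies, at 75, while Rpl7a with 38 copies had 13738 and 13814 counts (Rpl7a was chosen after its values were seen). Few counts also ran along the genome. In the gene order of the RefSeq table of GRCm38.p6, 23 consecutive genes from Slc2a4 to Inca1 on chromosome 11, 18 genes from Rps28 to Tnxb on chromosome 17, and 18 protocadherin-region genes on chromosome 18 each had a mean under 600 counts, whereas the longest such stretch in 1000 shuffles of the gene order was 13, which argues against chance in the order of genes. The stretch on chromosome 11 holds Pfn1, with 181 and 208 counts, and 9 called genes, Rnasek, Eno3 and Acadvl among them (Pfn1 and the genes at the ends of the stretches were chosen after their values were seen), so the fold changes of these genes rest on a small part of the reads that their usual level would give, if the reads were lost in counting. Low expression of gene families that lie together was not tested apart from this, and the authors' alignment was not analysed here.

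Among genes named elsewhere in the paper, Lipe (HSL) had a log2 fold change of -1.12 (95% interval -1.15 to -1.09) and Pnpla2 (ATGL) one of -1.10 (95% interval -1.12 to -1.08), and both were called lower. Ucp1 had 1 count in each library, and Tnf, Tsix and Myod1 had 0 in both. Prom1 had 0 and 1 counts and Lep 1 and 0, so no fold can be given for them. Cebpb had a log2 fold change of -0.06 (95% interval -0.11 to -0.01), Il6 of -0.30 (95% interval -0.74 to 0.14) and Socs3 of -0.05. Vegfa had one of -0.49 (95% interval -0.53 to -0.45) and Itgb4 one of 0.13 (95% interval -0.09 to 0.36). Elavl1 had one of 0.09, Meg3 one of 0.16 and Tug1 one of 0.13. These values are for C3H10 cells with and without MALAT1 knockdown, not for the tissues in which the paper discusses these genes.

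Of the neighbours of Malat1, the lincRNA Neat1 went from 163466 to 126386 counts, a log2 fold change of -0.48 (95% interval -0.49 to -0.47), and was not called. Frmd8 had a log2 fold change of -0.02, which is 0.0035 with library totals. Ltbp3 had -0.07, Ehbp1l1 -0.16, Slc25a45 -0.31, Tigd3 0.22 and Dpf2 -0.03, and none of these was called.

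Among the other lists, the medians were 0.07 for SR splicing factors and speckle genes (percentile 86.2), 0.09 for collagens and matrix (percentile 93.3), 0.10 for osteoblast genes (percentile 82.4), 0.11 for muscle genes (percentile 80.7), 0.08 for smooth muscle and contractile genes (percentile 83.0) and -0.01 for p53 targets (percentile 35.5). None of these stood apart from random lists. Of the muscle genes, Mb was called lower, with 47 counts in control cells and 9 in knockdown cells.

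Of 837 Reactome sets, 57 had medians in the lowest 0.5% of random lists and 125 in the highest 0.5%. On each side 4.19 would be expected if the genes of a set varied independently of each other, which genes of the same process need not do. Among the lowest were branched-chain amino acid catabolism, with a median of -0.62, and activation of gene expression by SREBF, with -0.45. The highest were unwinding of DNA and G1/S-specific transcription, each with a median of 0.56.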
